A study of Mus musculus with 3 samples. Its data were reported in "Single-cell RNA sequencing reveals evolution of immune landscape during glioblastoma progression" (2022).

How the data were processed

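Mouse brains with gliomas driven by wild-type human EGFR were dissociated, and viable cells were sorted by CD45, a protein on the surface of leukocytes. The cells of each sort were encapsulated on the inDrop platform, which tags every captured mRNA with a unique molecular identifier (UMI). The 3 deposited samples are 3 sequencing runs, each a mix of stages and sorts, so the stage and sort of a cell were taken from the deposited annotation of its library. There were 24 libraries, 8 per run, with 4 libraries for each stage and sort. The annotation gives 1 tumor sample for each of the early, medium and large stages, and the large stage is called late here. The study states that cells of 2 samples were pooled where cells were few, and that the early tumors were among these. Libraries of the same sample and sort are technical repeats, so each stage holds 1 biological sample. Normal brain samples of the study were not analysed here.

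The authors mapped reads with RapMap within bcbio-nextgen to the GRCm38 transcriptome, to which transgene sequences had been added, and called cells against empty droplets. The deposited table holds raw UMI counts per gene and cell, with no normalization. The library annotation deposited by the authors holds text of another kind (unit: other), which gives run, barcode, sort and stage. The study's methods also state removal of ambient RNA and of doublets. They do not state whether this was done before the table was written, so both were treated as possibly present. The table had 50262 genes, of which 3 were transgenes, and 20811 cells. A name table paired 50153 identifiers with symbols, 109 had none, and 50224 were located in the GENCODE M21 annotation of GRCm38. All 20811 cell columns were used.

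Cells were kept at a minimum of 500 UMIs, a minimum of 500 genes and at most 20% mitochondrial UMIs, the limits that the study states. Of the deposited cells, 2141 had fewer genes and 2278 more mitochondrial UMIs, and 17894 were kept. Doublets were scored with Scrublet in each library of at least 100 cells, with an expected rate of 6% and 20 principal components. Scrublet called 113 of the 17786 cells tested (0.635%), which were removed, and 2 libraries were too small to be tested. In the CD45+ sort 33 of 11110 cells were called, and in the CD45- sort 80 of 6676. This left 17781 cells. The called rate lay far below the expected one, so an alternative removed the 5% of cells with the highest scores in each library, 889 cells. That alternative was chosen after seeing the data.

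Cells were scaled to 10000 UMIs, log-transformed and clustered with the Leiden algorithm on a shared nearest-neighbour graph (2000 variable genes, 40 principal components, 20 neighbours, resolution 1, seed 1). Genes of the reported lists that were not class markers were left out of clustering, as were sex genes, mitochondrial genes and their nuclear copies. A cluster took the name of a class when at least 3 of its markers were 2-fold higher than in the other cells and present in at least 10% of the cluster. Class names end in "-like", since they rest on RNA markers alone. Of 35 clusters, 3 with 312 cells met no rule and stayed unnamed. Marker lists were fixed for 20 classes.

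CD45+ and CD45- cells were compared on counts summed per tumor sample and sort, 3 pairs in all. The summed counts were tested with the edgeR quasi-likelihood test (TMM factors, filterByExpr, robust fit) with tumor sample as a block, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit had 2 residual degrees of freedom, a common dispersion of 0.0678 and TMM factors from 0.835 to 1.21. To check the pairing, deviations of the sorts of each tumor from the mean of their sort were correlated across 18433 genes. The correlations were 0.384 in the early, 0.280 in the medium and 0.302 in the late sample, so the block was kept. Replicates 1, 2 and 3 of this comparison are the early, medium and late tumor samples. Errors of means are SDs over these 3 samples. The SE of a log2 fold change was derived from the fit, as its absolute value over the square root of the F statistic. It is not a spread over the samples.

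No test was made between stages, because each stage has 1 sample. Shares have exact Clopper-Pearson and sums exact Poisson intervals at 95%, which cover counting error only and not the spread between animals. Within a class, each gene of a fixed list was compared as the log2 ratio of its share of all UMIs of the class, scaled as usual (CPM), with a prior of 0.5 counts. A gene entered with at least 10 UMIs over the stages compared, a list with at least 3 such genes, and a class with at least 100 CD45+ cells in both stages. The median of a list was placed among 10000 random lists matched on size and on 20 expression bins. Its spread was the jackknife SE over technical libraries. Within-run values were calculated where both stages had at least 100 cells of the class in the run, and are not given for every list. To compare depths, cells were also thinned to 1000 UMIs.

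Fixed lists were cytokine ligands and receptors, checkpoint genes, M1-like, M2-like, inflammatory, immediate-early, complement and lipid, and mitochondrial genes, cell cycle genes and EGFR ligands. The lists, class markers, tests, alternatives to try and the rule for named genes were chosen before the data were examined. Between the sorts, Ptprc was named first. It was followed by the 5 genes with the largest positive and the 5 with the largest negative log2 fold change, with an adjusted p under 0.05, an average log2 CPM of at least 5 and the same sign in every pair. Between stages, the 5 highest and 5 lowest log2 ratios were named among genes with at least 100 UMIs over both stages, and genes under 10 UMIs in the lower stage were marked. Genes that lead a cluster of the class and took part in clustering, and so helped to define it, were left out of this naming, a choice made after their values were seen. Leading genes that took no part in clustering, such as Cxcl9 and Cxcl13 of the reported lists, were kept. It removed 37 of the microglia-like and 17 of the macrophage or monocyte-like genes, of which 1 and 3 had ranked among the 5 highest. A count of 0 was compared with a floor of 3 counts over the group.

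The sort comparison was tested on simulated data with 200 genes changed by 2 log2 units, of 18767 genes. All 200 were called with the right sign, and 9 unchanged genes were called (4.31% of calls). In the real data 8503 genes were called, so a simulation with few changed genes did not test the scaling between the sorts. The list comparison was tested on simulated data of 24240 genes. All 20 changed lists passed the 97.5th percentile. Their genes had been raised 4-fold, with a median log2 ratio of 1.87, above most reported list medians. How often smaller shifts would be found was not tested. Of 2000 unchanged lists, 106 fell outside the central 95%, and 96.9% of the Poisson intervals held the true mean.

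Alternatives for the sort comparison were DESeq2 with its size factors, edgeR without TMM factors, all genes with at least 1 count, no block, every deposited cell, doublets kept, and leaving out each tumor sample. Alternatives for the class shares were every deposited cell, at least 1000 UMIs per cell, doublets kept, resolutions of 0.5 and 1.5, a class given to each cell without clusters, and leaving out each library. Those for the lists and cell cycle genes were doublets kept, a mean over cells, thinning, list genes with any UMI, and omission of list genes more abundant in other classes. Those for the EGFR ligands were doublets kept, resolutions of 0.5 and 1.5, and leaving out each tumor sample. Leaving out genes that moved between stages in several lineages was added after seeing the data, as was leaving out each library for the lists. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (with its Scrublet), scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.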

Results

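Single-cell RNA sequencing was carried out on CD45+ leukocytes and CD45- tumor and stromal cells from 3 stages of glioma growth in mice, with 1 tumor sample per stage. The table held 20811 cells with a median of 2041 UMIs. After filtering, the early sample held 5091 CD45+ cells with 10808099 UMIs and 2725 CD45- cells with 8100096 UMIs. The medium sample held 3983 CD45+ cells with 9729273 UMIs and 1603 CD45- cells with 6559876 UMIs. The late sample held 2111 CD45+ cells with 5381839 UMIs and 2268 CD45- cells with 10589403 UMIs. Median UMIs per cell were 1964, 1989 and 2109 in the early, medium and late CD45+ cells, and 2282, 3074 and 3078.5 in the CD45- cells. The 3 sequencing runs held 3661, 8428 and 8722 deposited cells, and every run held every stage and sort. Libraries were not balanced, however. Only 108 of the 2111 late CD45+ cells and 136 of the 5091 early CD45+ cells came from run 1.

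The sorts were compared first, to ask which compartment of the tumor expressed cytokines, their receptors and checkpoint genes. Summed counts of 3 pairs gave 18433 tested genes, of which 3759 were higher and 4744 lower in CD45+ than in CD45- cells. The alternative that moved this most was edgeR without TMM factors, with 2589 genes higher and 6559 lower. That scaling shifted the median log2 ratio of all genes from -0.038 to -0.40. Ptprc, the gene of CD45 (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708), had 239 ± 11.6 CPM in CD45+ and 10.2 ± 6.22 CPM in CD45- cells (SD, n = 3). Its log2 fold change was 5.11 (SE 0.45), with an adjusted p of 0.000257, and it was higher in 3 of 3 pairs. Of the genes that could be named, 1707 were higher and 1256 lower.

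The 5 genes with the largest rise were S100a9, Camp, S100a8, Ngp and Chil3. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) had 115992 UMIs in CD45+ cells and 0 in CD45- cells, at least 37665-fold higher against the floor of 3 counts over the group. By the same floor Camp was at least 7665-fold and Chil3 at least 2694-fold higher. S100a8 and Ngp each had 1 UMI in CD45- cells. Their ratios were 73160 (13130 to 2889710) and 41338 (7419 to 1632820), with 95% counting intervals. All 5 were most abundant in the medium sample, where S100a9 reached 10094 CPM, against 875 CPM in the early and 1546 CPM in the late CD45+ sort. The 5 genes with the largest fall were Hbb-bt, Hba-a2, Hba-a1, Hbb-bs and Opalin, with log2 fold changes of -7.59, -7.53, -7.47, -7.05 and -6.21. The 4 haemoglobin genes came mostly from the early CD45- cells. Hbb-bt (ENSMUSG00000073940, chromosome 7, 103812524 to 103813996) had 1051 CPM there, but 5.03 CPM in the medium and 0.756 CPM in the late CD45- cells. Opalin (ENSMUSG00000050121, chromosome 19, 41061710 to 41077113) had 225 ± 56.0 CPM in CD45- and 2.82 ± 2.39 CPM in CD45+ cells (SD, n = 3).

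Of 58 cytokine ligands and receptors, 57 were tested. There were 48 higher and 5 lower in CD45+ cells, with the same counts when adjusted over the list alone. Among ligands 28 of 33 were higher and 3 lower, and among receptors 20 of 24 were higher and 2 lower. The ligands Cx3cl1, Cxcl12 and Il34 were lower in CD45+ cells, with log2 fold changes of -2.38, -3.41 and -2.74. The receptors Ackr3 (-2.85) and Kdr (-1.87) were lower as well. The ligands Il18 and Vegfa and the receptors Il1r1 and Flt1 passed no threshold. Csf3 had too few counts to be tested. With every gene of at least 1 count tested, 42 list genes were higher and 5 lower, or 46 and 6 when adjusted over the list alone.

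Of 34 checkpoint genes, 24 were tested. In CD45+ cells 20 were higher and 0 lower by edgeR, with the same counts when adjusted over the list alone. DESeq2 tested 33 and called 25 higher and 0 lower, and at an unadjusted p under 0.05 edgeR also had 0 lower. Without the early tumor sample, 1 list gene was called lower. Of the 24 genes, 22 were higher in every pair. Cd274 (PD-L1) had a log2 fold change of 2.14 (SE 0.28) with an adjusted p of 0.000838, and Pdcd1 (PD-1) had 6.32 (SE 0.64) with 0.000349. Both were higher in 3 of 3 pairs. Cd276, Tnfrsf14, Tnfsf9 and Cd47 passed no threshold.

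**Figure D1:**
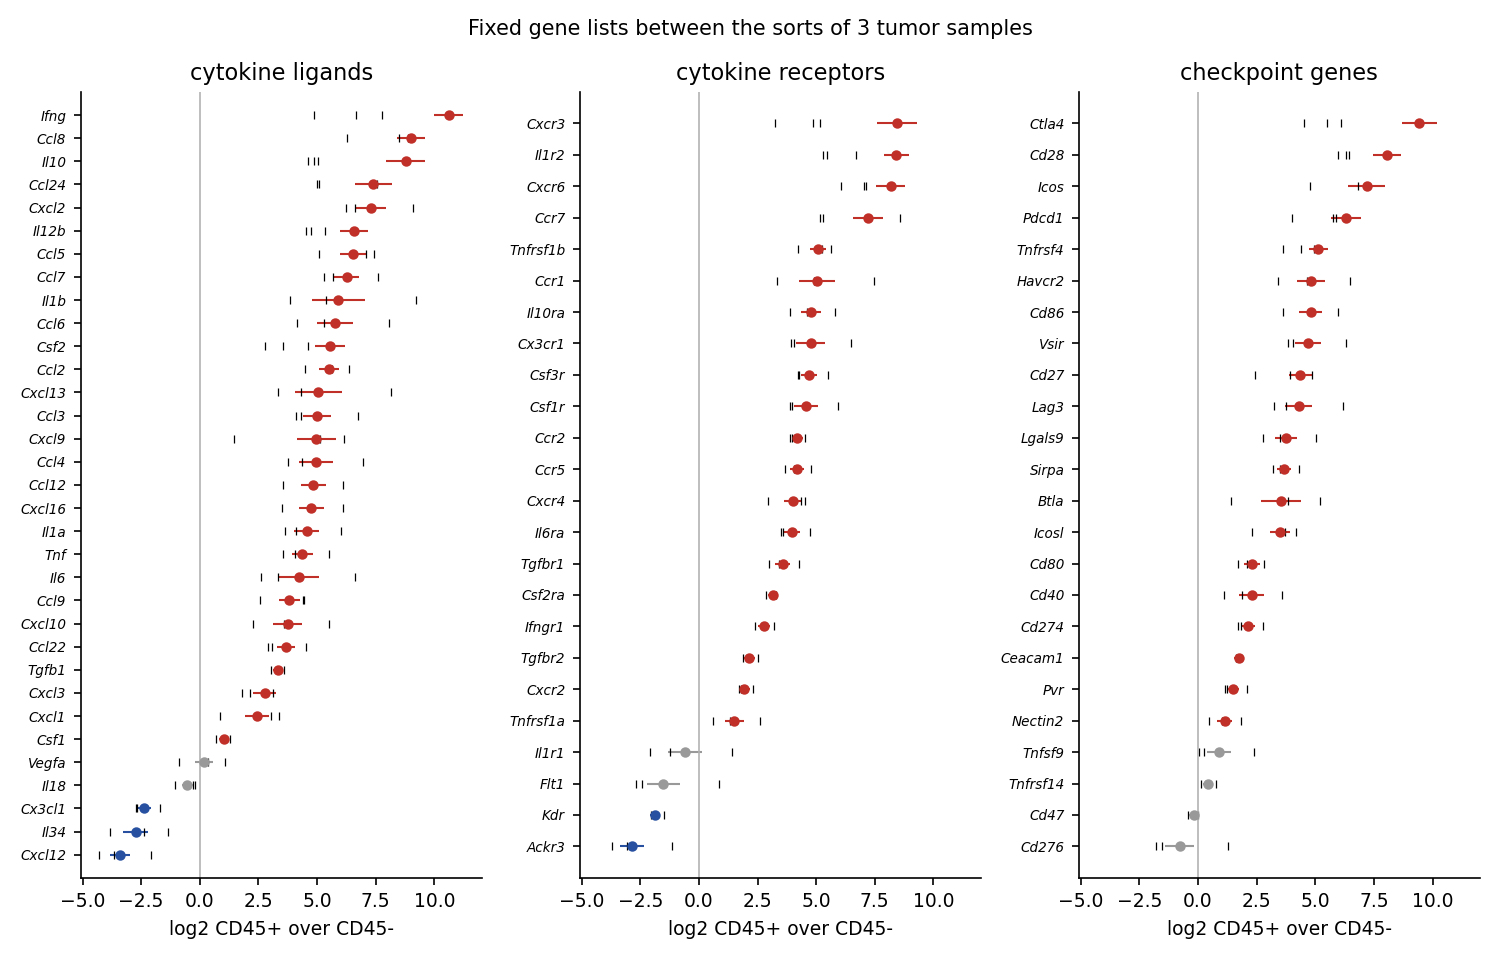
Log2 ratio of CD45+ over CD45- cells for each tested gene of the fixed lists. Dots with bars are the edgeR log2 fold change ± SE derived from the F statistic of the fit, which is not a spread over samples. Ticks are the log2 ratios of the 3 tumor samples. Colours mark genes called higher (red), lower (blue) or not called (grey), of which 48 ligands and receptors were higher and 5 lower.

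Cell classes were compared next, to ask how the leukocytes of the tumor changed with stage. Microglia-like cells made up 77.6% (95% interval 76.4 to 78.7) of CD45+ cells in the early, 24.4% (23.0 to 25.7) in the medium and 49.4% (47.2 to 51.5) in the late sample. Macrophage or monocyte-like cells made up 4.93% (4.35 to 5.56), 37.4% (35.9 to 38.9) and 30.6% (28.6 to 32.6). The alternative that moved these most gave each cell a class without clusters. Microglia-like shares were then 84.1%, 45.8% and 66.3%, and macrophage or monocyte-like shares 4.71%, 24.3% and 19.7%. Within runs the microglia-like share was 78.2% and 77.7% in runs 2 and 3 in the early sample, 22.2%, 25.1% and 24.2% in runs 1 to 3 in the medium sample, and 48.0% and 53.5% in runs 2 and 3 in the late sample. Run 1 gave 66.2% of its 136 early cells and 19.4% of its 108 late cells. The order of the early and late shares was the same in each run. That of the medium and late shares was reversed in run 1. Macrophage or monocyte-like shares were 4.41%, 4.86% and 4.99% in runs 1 to 3 in the early, 36.6%, 37.4% and 37.8% in the medium and 56.5%, 32.6% and 26.2% in the late sample, so that in run 1 the late share exceeded the medium one.

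The macrophage or monocyte-like class rested on 3 clusters that differed by stage. A cluster led by Cxcl9 and H2-Eb1 made up 3.10%, 30.9% and 3.27% of CD45+ cells in the early, medium and late samples. A cluster led by Arg1 and Spp1 made up 0.962%, 2.59% and 26.4%. A cluster led by Ly6i and Ccr2 made up 0.864%, 3.92% and 0.900%. The microglial marker P2ry12 was found in 28.1% and 25.8% of cells of the first and second of these clusters, at median depths of 1938 and 2773.5 UMIs. It was found in 91.0% of the largest microglia-like cluster (1887 UMIs), but also in 20.4% of T cell-like cells (1876.5 UMIs). The share in both clusters was thus nearer to that of T cell-like than of microglia-like cells, but this marker alone did not settle whether the clusters came from monocytes or from microglia.

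T cell-like cells made up 6.17%, 10.2% and 5.40% of CD45+ cells in the early, medium and late samples, and neutrophil-like cells 1.00%, 6.30% and 1.33%. With a class given to each cell without clusters, T cell-like shares were 3.63%, 4.82% and 3.41%, and the medium neutrophil-like share was 7.53%. B cell-like cells were 5.27% of the medium sample. In CD45- cells, glioma or oligodendrocyte progenitor-like cells rose from 6.28% (5.39 to 7.25) in the early to 27.3% (25.2 to 29.6) in the medium and 50.2% (48.1 to 52.3) in the late sample. This order was found in each run, with 5.24%, 6.70% and 6.51% in the early, 28.1%, 28.4% and 24.3% in the medium and 50.6%, 50.5% and 48.8% in the late sample. Cluster 14 of this class, described below, had 0 human EGFR UMIs in the early and medium samples. It made up 5.17%, 5.18% and 4.54% of CD45- cells, so the rise came from the other clusters of the class. Oligodendrocyte-like cells made up 50.4%, 41.2% and 30.6%. With every deposited cell the medium share was 27.2% and the late share 29.1%, so the fall from medium to late depended on the filter. In that setting 11.99% of medium CD45- cells had no class. Human EGFR reached 7.28, 706 and 1220 CPM in the early, medium and late CD45- cells. In the reported clustering, differences in the shares of glioma or oligodendrocyte progenitor-like and oligodendrocyte-like cells exceeded counting error and the spread of technical libraries. Those of microglia-like and macrophage or monocyte-like cells did so too, apart from the few late cells of run 1. Early and late shares of T cell-like cells (5.52 to 6.86 and 4.47 to 6.45) and of neutrophil-like cells (0.747 to 1.32 and 0.883 to 1.91) overlapped in their 95% intervals. With 1 sample per stage no difference could be tested against the spread between animals.

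**Figure D2:**
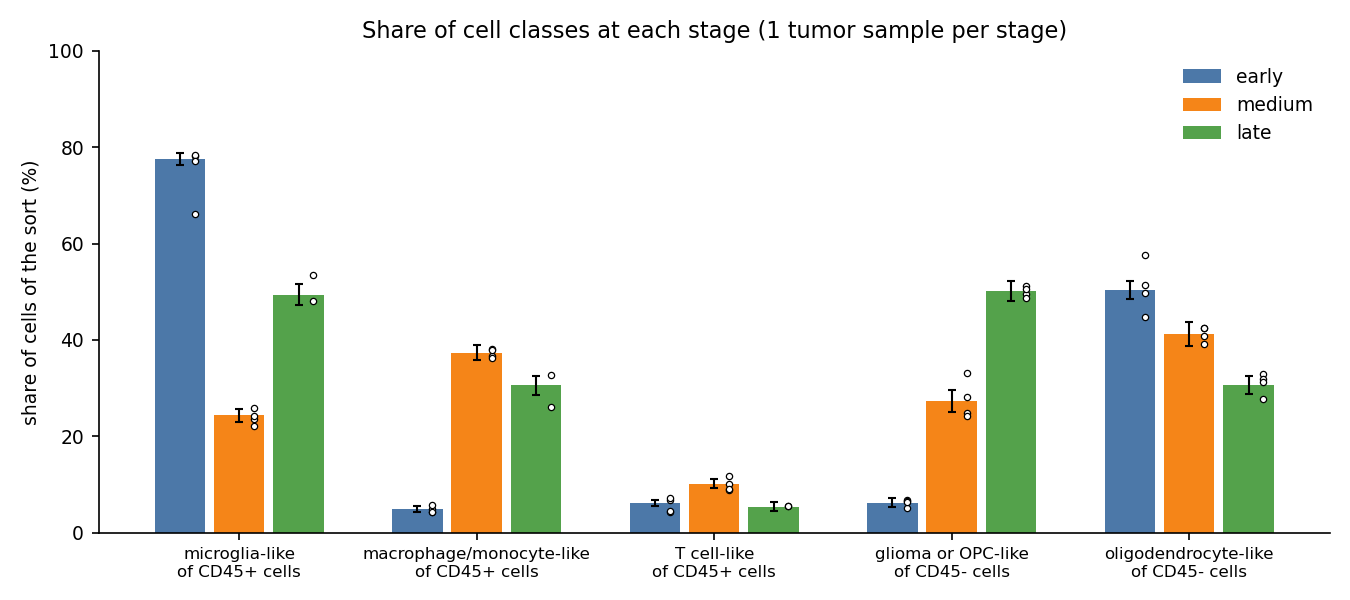
Share of cells of a sort (%) that fell into each class at the 3 stages. Bars are shares of 1 tumor sample with exact 95% Clopper-Pearson intervals and circles are technical libraries, and the microglia-like share was 77.6% in the early, 24.4% in the medium and 49.4% in the late sample.

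Fixed gene lists were compared within classes of CD45+ cells, to ask how the states of leukocytes differed between stages. Microglia-like cells numbered 3949 in the early, 970 in the medium and 1042 in the late sample. A cluster led by Gpr84 and Tnf held 1837, 445 and 254 of them in the same order. Another, led by P2ry12 and Tmem119, held 1101, 72 and 587. Ratios within this class thus compare mixtures of clusters, and a change within each cluster was not tested. In microglia-like cells the M1-like list had a median log2 ratio of -0.59 in late over early cells, at percentile 0 of 10000 random lists, whose central 95% ran from -0.17 to 0.39. It was -0.42 within run 2 and -0.65 within run 3, and -0.39 without the late library of run 3. The inflammatory list had a median of -0.49 (percentile 0.01), with -0.25 and -0.55 within these runs, while the mean over its genes was -0.064. The immediate-early list had 0.41 (percentile 99.9), with 0.33 and 0.54 within these runs. The mitochondrial list had -0.60 (percentile 0.01), with -0.53 and -0.70. The M2-like list (0.20, percentile 85.8) and the complement and lipid list (-0.027, percentile 34.4) stayed within the random range. The M2-like median was -0.026 within run 2 and 0.24 within run 3. Among these 6 medians, the M2-like list changed sign, to -0.027, when genes more abundant in other classes were left out.

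In medium over early microglia-like cells only the immediate-early list left the central 95% of random lists, with a median of -0.46 (percentile 0.75), and -0.43 and -0.51 within runs 2 and 3. Without the medium library of run 3 it was -0.35, inside the random range. Medians of the other lists were 0.16 (M1-like), 0.20 (M2-like), 0.068 (inflammatory), 0.24 (complement and lipid) and -0.25 (mitochondrial). The M1-like and inflammatory means were larger than their medians, at 0.69 and 0.51. The M2-like median was 0.13 within run 2 and 0.52 within run 3. It left the random range when any of 4 libraries (2 early and 2 medium) was left out, with up to 0.26. The M1-like median became -0.014 when genes more abundant in other classes were left out.

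Macrophage or monocyte-like cells numbered 251 in the early, 1489 in the medium and 645 in the late sample, and only run 3 held enough early and late cells for a within-run value. Because the Cxcl9-led and Arg1-led clusters took different shares at each stage, these ratios compare mixtures of clusters. In late over early cells the M1-like list had a median of -0.68 (percentile 0.12) and -1.30 within run 3. Leaving out each library in turn gave -1.33 (without the late library of run 2) to -0.48. The inflammatory list had -1.04 (percentile 0) and -1.44 within run 3, but -0.061 when genes more abundant in other classes were left out. The immediate-early list had -0.78 (percentile 0.08) and -0.85 within run 3, but -0.50 without the late library of run 3, and the M2-like list 0.42 (percentile 99.3) and 0.38. The complement and lipid list (0.27) and the mitochondrial list (-0.45) stayed within the random range, although the latter was -0.50, just outside it, when either of 2 libraries was left out. In medium over early cells the immediate-early list had -0.84 (percentile 0) and -1.04 within run 3. The other medians were -0.16 (M1-like), 0.11 (M2-like), -0.27 (inflammatory), 0.24 (complement and lipid) and -0.14 (mitochondrial), all within the random range. With 1 library left out, the M2-like median reached 0.33 and the inflammatory median -0.42, both outside it. The sign of the M2-like median was not stable, with -0.073 without another library and -0.026 within run 3.

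**Figure D3:**
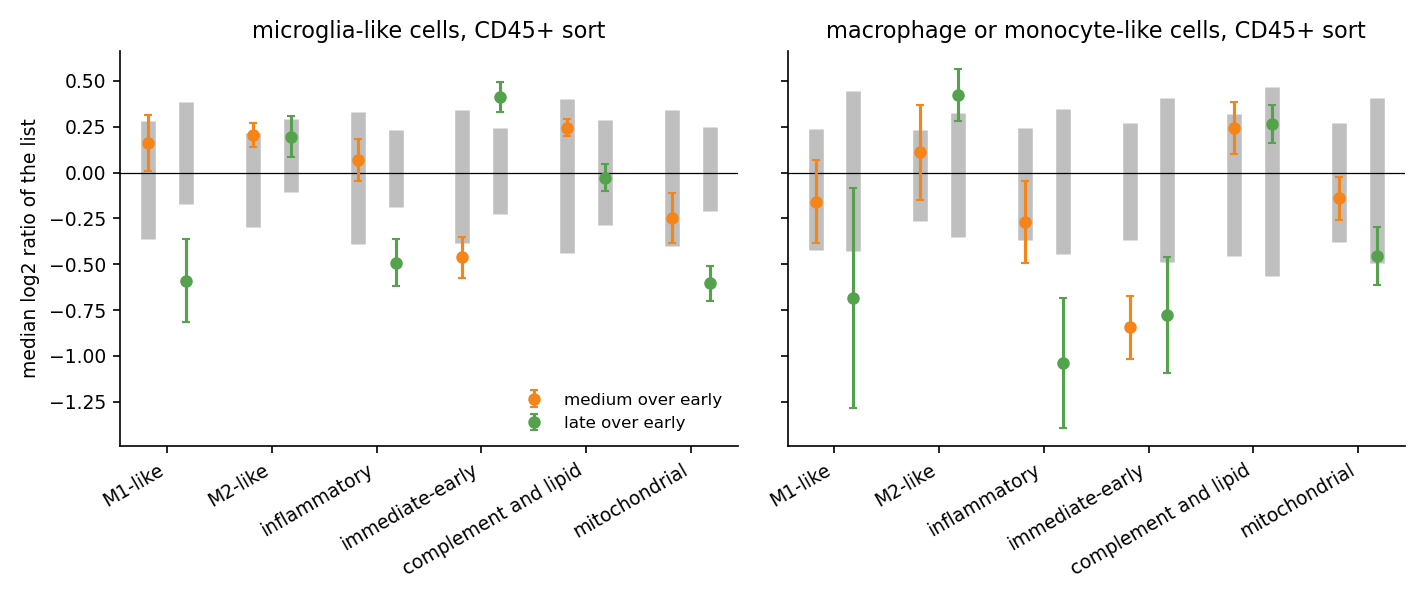
Median log2 ratio of each fixed list in CD45+ microglia-like and macrophage or monocyte-like cells, for medium over early and late over early. Points are medians over genes ± 1 jackknife SE over technical libraries and grey bars are the central 95% of 10000 random lists, and the late M1-like medians of -0.59 and -0.68 lay under them.

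In T cell-like cells (314 early, 405 medium and 114 late cells), medians in medium over early cells were 0.52 (M1-like), 0.83 (M2-like), 0.59 (inflammatory), -0.75 (immediate-early), 1.27 (complement and lipid) and -0.32 (mitochondrial). Within run 2 they were 0.78, 1.26, 0.69, -0.91, 1.37 and -0.42 in the same order. The first 5 medians over all runs lay outside the central 95% of random lists. The M1-like median came inside it when any of 3 libraries was left out, at 0.30 without 1 of the medium libraries of run 2, and 0.31 and 0.35 without the early library of run 2 and 1 of those of run 3. The immediate-early median was smaller in other settings, with -0.052 after thinning, -0.25 with a mean over cells -0.34 with the highest doublet scores removed and -0.50 without the other medium library of run 2. The complement and lipid median rose to 1.62 with the highest doublet scores removed. Genes of the complement and lipid list are typical of macrophages, and the T cell-like cells that held many of their UMIs had fewer T cell UMIs. In late over early T cell-like cells the medians were -0.13, 0.73, -0.70, 0.19, 0.33 and -0.66 in the same order. The immediate-early median reached 0.47 with 1 library left out, above the random range, which ended at 0.27. The M1-like mean was 0.16, opposite in sign to its median, which was -0.66 without the late library of run 2. The complement and lipid median there became -0.15 when a mean over cells was used and -0.069 after thinning, but 0.77 with doublets kept, 0.86 with the highest doublet scores removed and 0.84 with shared genes left out of clustering. It was 0.15 without 1 of the early libraries of run 3. The M2-like median ran from 0.47 with a mean over cells to 1.29 with the highest doublet scores removed. In border or perivascular macrophage-like cells (246 early and 115 medium cells), medium over early medians were -0.034, 0.28, -0.17, -0.53, 0.13 and -0.10 in the same order. Only the immediate-early list (percentile 0.57) left the random range, and the M1-like and inflammatory means were 0.40 and 0.097, opposite in sign to their medians. The M1-like median became 0.31 after thinning, and the M2-like and complement and lipid medians became -0.041 and -0.041 with genes more abundant in other classes left out.

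Single genes were ranked by their late over early ratio within each class. In microglia-like cells 9288 genes were ranked, at 3949 early and 1042 late cells. The 5 highest were Clec7a, Cxcl13, Fn1, Cp and Birc5. Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779) had 91 late and 38 early UMIs, a log2 ratio of 3.15 (95% interval 2.60 to 3.75). Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) had 3377 and 1684 UMIs and a log2 ratio of 2.91 (2.82 to 2.99), with 3.23 within run 2 and 2.31 within run 3. Ratios of Fn1, Cp and Birc5 were 2.69, 2.67 and 2.47. Tk1, left out since it leads a cluster of the class, also had 2.47. The lowest were Tsix and Xist, X-linked transcripts that depend on the sex of the animals. Tsix had 0 late and 2251 early UMIs, at least 201-fold lower against the floor of 3 counts, and Xist had 3 and 2607, a log2 ratio of -7.64 (-10.14 to -6.31). The genes lie on opposite strands of the same stretch of the X chromosome, so their counts may not be separate. Gm12901 (2 late and 121 early UMIs), Ccl5 (2 and 114) and Tnfsf9 (3 and 155) followed, with log2 ratios of -3.70 (-7.08 to -2.13), -3.62 (-6.99 to -2.05) and -3.57 (-6.08 to -2.22). Gm12901 had the opposite sign in run 1.

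In macrophage or monocyte-like cells 4066 genes were ranked. Retnla, Arg1 and Rnase2a, left out since they lead a cluster of the class, had 1725, 1293 and 892 late and 0 early UMIs, at least 173-fold, 130-fold and 89.6-fold higher. Among the others, Mcpt2 had 124 late and 0 early UMIs, at least 12.4-fold higher, but was higher within run 2 alone, and Ccl24 had 116 and 0, at least 11.6-fold higher. Cd38 (162 and 1 UMIs), Arhgap19 (126 and 4) and Emilin1 (176 and 7) had log2 ratios of 5.03 (3.11 to 10.92), 3.08 (1.85 to 5.14) and 2.83 (1.85 to 4.26). The lowest was Xist, with 0 late and 114 early UMIs, at least 126-fold lower. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had 10 and 230 UMIs and a log2 ratio of -6.19 (-7.33 to -5.35). Gbp2 (ENSMUSG00000028270, chromosome 3, 142620602 to 142638008) had 14 and 257 UMIs and -5.88 (-6.82 to -5.16). Ccl5 and Ly6a had -4.63 and -4.09.

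Cell cycle genes were compared to ask whether microglia proliferated as tumors grew. The summed UMIs of 12 genes in microglia-like cells came to 120 CPM (113 to 128, Poisson) in the early, 513 (482 to 545) in the medium and 405 (379 to 433) in the late sample. The setting that moved these most, genes more abundant in other classes left out, kept few of the genes and gave 19.8, 21.01 and 24.4 CPM. With doublets kept the values were 86.0, 261 and 188 CPM. Within runs 2 and 3, early values were 99.0 and 140 CPM, medium values 513 and 647 CPM, and late values 454 and 354 CPM. In run 1 the medium value was 296 CPM, below both late values, and the early and late cells were too few. Mki67 or Top2a was found in 1.72% (1.34 to 2.18) of early, 8.66% (6.97 to 10.6) of medium and 6.05% (4.68 to 7.67) of late microglia-like cells, at median depths of 1943, 1797.5 and 1844.5 UMIs. In oligodendrocyte-like CD45- cells, which should not cycle, the share was 1.06% over all stages at a median depth of 2471 UMIs. By stage it was 0.73% in the early, 0.45% in the medium and 2.30% (1.32 to 3.71) in the late sample. After thinning to 1000 UMIs the shares were 1.06%, 7.53% and 4.45% in microglia-like cells. In oligodendrocyte-like cells they were 0.410% over all stages and 1.03% in the late sample.

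In glioma or oligodendrocyte progenitor-like CD45- cells the cell cycle genes came to 406 CPM (350 to 469) in the early, 799 (765 to 834) in the medium and 1404 (1376 to 1432) in the late sample. Thinned shares of cells with Mki67 or Top2a were 1.23%, 6.76% and 17.4%. These values compare mixtures of clusters, which are described below. Of the 171 early cells, 141 lay in cluster 14, which had 0 human EGFR UMIs in the early sample. Of the 1138 late cells, 503 lay in cluster 5 and 532 in cluster 9, both with high human EGFR. A change of cycling within tumor cells was thus not separated from the change in clusters. In macrophage or monocyte-like cells the sums were 136, 337 and 491 CPM.

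**Figure D4:**
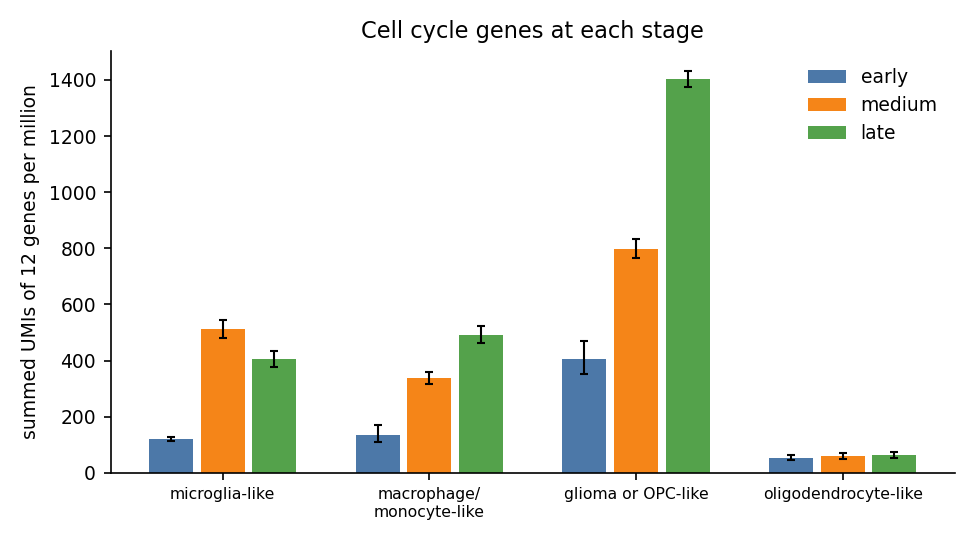
Summed CPM of 12 cell cycle genes, by class and stage. Bars are values of 1 tumor sample with exact 95% Poisson intervals, and late glioma or oligodendrocyte progenitor-like cells reached 1404 CPM, against 54.3 to 63.0 CPM in oligodendrocyte-like cells.

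EGFR ligands were compared between glioma or oligodendrocyte progenitor-like clusters of the CD45- sort, to ask whether tumor cells of different kinds used different ligands. The ligand genes had not been used for clustering. Cluster 5 (211 medium and 503 late cells) had high Pdgfra, at 991 and 874 CPM, and human EGFR at 2490 and 2762 CPM. Its Tgfa was 255 CPM (229 to 283) in the medium and 322 CPM (301 to 344) in the late sample, and its Hbegf 71.3 and 50.9 CPM. Cluster 9 (532 late cells) had high Lgals1, at 1107 CPM, and low Pdgfra, at 85.5 CPM, with human EGFR at 1361 CPM. Its Tgfa was 3.05 CPM (1.58 to 5.33) and its Hbegf 285 CPM (268 to 302). Cluster 22 (134 medium cells), with 423 CPM of Lgals1, 58.1 CPM of Pdgfra and 1236 CPM of human EGFR, had 7.12 CPM of Tgfa (2.61 to 15.5) and 384 CPM of Hbegf (344 to 429). Tgfa and Hbegf thus ranked in opposite order in the Pdgfra-high cluster and in the pair of Lgals1-high clusters, in the medium as in the late sample. The setting that moved this most was the resolution of 1.5, with 129 CPM of Tgfa and 229 CPM of Hbegf in the cluster that matched cluster 22.

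Cluster 14 had the highest Pdgfra, from 3433 to 4301 CPM, and human EGFR at 0, 0 and 622 CPM in the early, medium and late samples. A count of 0 in 358703 and 280376 UMIs allowed up to 10.3 and 13.2 CPM. Its Tgfa was 321, 196 and 263 CPM and its Hbegf 69.7, 85.6 and 62.6 CPM. Egf, Btc, Areg and Ereg were low in all 4 clusters, and the highest Btc value was 20.9 CPM, in late cells of cluster 14. For comparison, Tgfa was 208 CPM in oligodendrocyte-like and 66.4 CPM in microglia-like cells, and Hbegf 4.71 and 38.4 CPM. Hbegf was 138 CPM in astrocyte-like cells. No pair of these clusters reached 50 cells each in 3 samples, so no test was made.

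**Figure D5:**
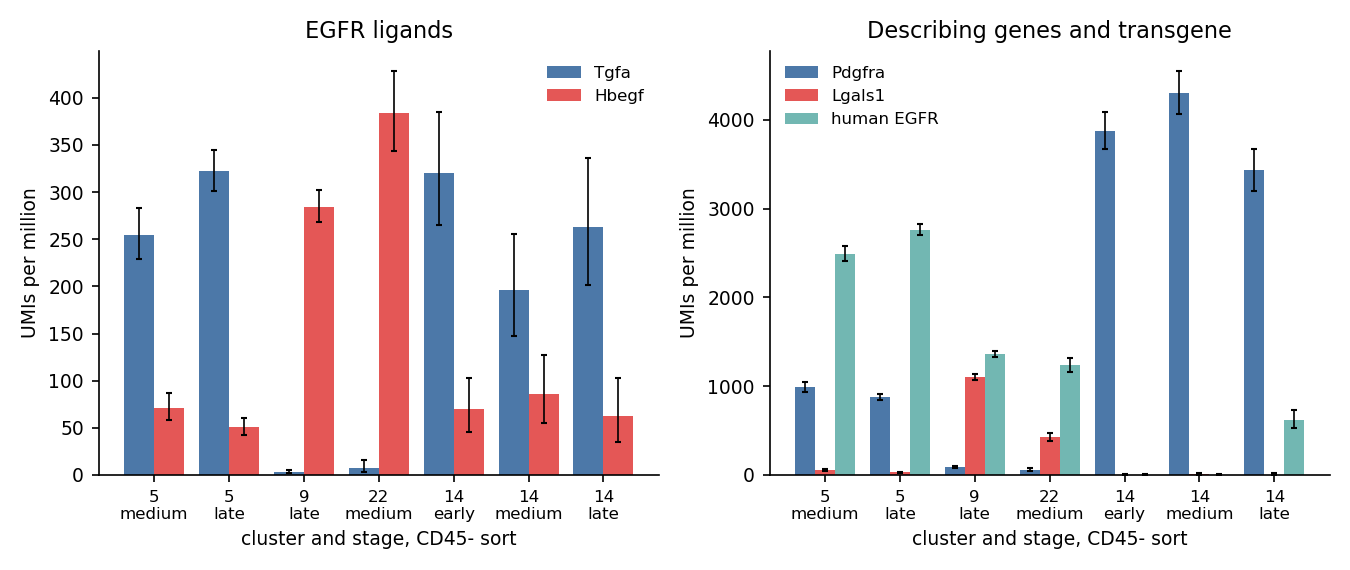
CPM of EGFR ligands, and of the genes that describe the clusters, in clusters of glioma or oligodendrocyte progenitor-like CD45- cells. Bars are values of 1 tumor sample with exact 95% Poisson intervals, and Tgfa was 322 CPM in late cells of cluster 5 and 3.05 CPM in those of cluster 9.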

Values the study reported

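The study reported 27,633 CD45- and 36,304 CD45+ cells from normal and glioma-bearing mice, which fell into 17 and 20 clusters. By EdU labelling and flow cytometry, it gave 10.07 ± 2.21% of labelled microglia in glioma-bearing brains and 2.22 ± 1.92% in control brains.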

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

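Removing the highest doublet scores, leaving genes shared by lineages out of clustering, and leaving out each library for the lists were chosen after the results were seen. The other settings were planned.

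Counts of genes between the sorts stayed within 1.5 times their value in 59 of 60 comparisons with another setting. No gene called in the reported fit had its call reversed in any of the 10 settings, which shared 6658 to 8442 of its 8503 calls. Without TMM factors 2589 genes were higher and 6559 lower, so 28.3% of calls were higher, against 44.2% with them. The share of genes on either side thus depended on the scaling. Without the replicate block 3470 genes were higher and 4398 lower, and Hbb-bt and Hbb-bs lost their calls. The block pairs the sorts of each tumor. Checkpoint genes lower in CD45+ cells numbered 0 to 1 when each tumor sample was left out (1 without replicate 1). The fit then tested 27 genes of the list in place of 24. Leaving out a tumor sample left 2 pairs, which limits what these fits can call. Named sort genes kept their call in 107 of 109 comparisons.

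Class shares moved beyond counting error in 74 of 411 comparisons, and the order of the stages is given by the values that follow. With every deposited cell, macrophage or monocyte-like shares were 6.12% (early) and 39.0% (medium), microglia-like shares 76.2% and 26.0%, and glioma or oligodendrocyte progenitor-like shares of CD45- cells 5.20% and 18.2%. The medium oligodendrocyte-like share of CD45- cells was 27.2% in place of 41.2%, below the late share of 29.1%, and 11.99% of these cells had no class. The early microglia-like share of CD45- cells was 7.15%, and 7.48% with the highest doublet scores removed. With every deposited cell a cluster of 478 cells led by mitochondrial genes and pseudogenes had no class. With at least 1000 UMIs per cell, macrophage or monocyte-like shares were 5.61%, 39.4% and 33.5% (early, medium, late), and the late microglia-like share was 46.7%. With doublets kept, microglia-like shares were 76.3% (early) and 22.6% (medium). At a resolution of 0.5, macrophage or monocyte-like shares were 6.31%, 42.7% and 33.2%. At 1.5 they were 3.81% (early) and 34.2% (medium), and the medium microglia-like share was 22.9%. With shared genes left out of clustering, macrophage or monocyte-like shares were 4.20% and 39.1%, and the medium microglia-like share was 22.3%. With a class for each cell, microglia-like shares were 84.1%, 45.8% and 66.3%, macrophage or monocyte-like shares 24.3% (medium) and 19.7% (late), and glioma or oligodendrocyte progenitor-like shares of CD45- cells 18.3% (medium) and 23.5% (late). Their shares of CD45+ cells were 2.66% and 0.853%, and microglia-like shares of CD45- cells 10.2% and 17.2%. Leaving out each library gave 28.9% to 35.1% for late macrophage or monocyte-like and 45.0% to 50.7% for late microglia-like cells. The cause of these shifts was not tested, apart from the unnamed clusters.

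List medians kept within their spread in 310 of 361 comparisons and moved beyond it in the rest. Several of those that moved changed sign. The late complement and lipid median in T cell-like cells went from 0.33 to -0.15 with a mean over cells and to -0.069 after thinning. The cause of this was not tested. The same median was 0.77 with doublets kept, 0.86 with the highest doublet scores removed and 0.84 with shared genes left out of clustering. The medium immediate-early median of T cell-like cells, -0.75, was -0.052 after thinning, -0.25 with a mean over cells and -0.34 with the highest doublet scores removed. Their medium complement and lipid median, 1.27, was 1.62 with the highest doublet scores removed. Their medium M1-like median, 0.52, was 0.30 to 0.69 when each library was left out. In border or perivascular macrophage-like cells the M1-like median was 0.31 after thinning, in place of -0.034, and the M2-like and complement and lipid medians were -0.041 and -0.041 with genes more abundant in other classes left out. With genes more abundant in other classes left out, late over early medians in microglia-like cells were -0.027 (M2-like) and -0.28 (complement and lipid). Medium over early medians there were -0.014 (M1-like), 0.044 (M2-like) and 0.053 (complement and lipid). In macrophage or monocyte-like cells they were 0.64 (M2-like), -0.061 (inflammatory) and 0.55 (complement and lipid) for late, and 0.071 (inflammatory) for medium over early. Fewer genes of each list were left by construction.

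With a mean over cells, microglia-like medians were 0.51 (immediate-early, late), -0.11 (complement and lipid, late) and -0.32 (immediate-early, medium). After thinning they were 0.50, -0.11 and -0.34. With list genes of any UMI they were 0.36 (M2-like, medium), and in macrophage or monocyte-like cells 0.62 (M2-like, late) and -1.39 (inflammatory, late). With shared genes left out of clustering, medium microglia-like medians were 0.40 (M1-like), 0.26 (inflammatory), -0.28 (immediate-early) and 0.19 (complement and lipid), and the late complement and lipid median in macrophage or monocyte-like cells was 0.39. Leaving out each library gave -0.12 to -0.0054 for the late complement and lipid list and -0.50 to -0.35 for the medium immediate-early list in microglia-like cells. It gave -1.33 to -0.48 for the late M1-like list in macrophage or monocyte-like cells. The cause was not tested for these.

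Cell cycle sums moved beyond counting error in 19 of 42 comparisons. In microglia-like cells they were 107, 423 and 295 CPM (early, medium, late) with a mean over cells and 108, 430 and 289 CPM after thinning. They were 19.8, 21.01 and 24.4 CPM with genes more abundant in other classes left out, and 86.0, 261 and 188 CPM with doublets kept. With doublets kept, a cluster of 174 cells led by Tk1, Mki67 and histone genes had no class. In the reported clustering a cluster of 172 cells, led by histone genes and Mki67, had just the 3 markers needed to be named microglia-like. The naming of this cluster thus lowered the sums with doublets kept, and the reported sums rest on it. The late value exceeded the early and lay below the medium in each of these settings but that with genes left out, although the medium value of run 1 was 296 CPM, below the late values. In glioma or oligodendrocyte progenitor-like cells the sums were 246, 614 and 1256 CPM with a mean over cells and 294, 599 and 1217 CPM after thinning, and 192 CPM in the early sample with the highest doublet scores removed. The cause was not tested for these.

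EGFR ligand values moved beyond counting error in 13 of 90 comparisons. Leaving out each tumor sample gave 252 to 318 CPM for Tgfa and 50.1 to 68.7 CPM for Hbegf in cluster 5, and 227 to 297 CPM for Tgfa in cluster 14. At a resolution of 1.5 Hbegf was 49.2 CPM in the cluster that matched cluster 5, and Tgfa and Hbegf were 129 and 229 CPM in that matching cluster 22. With shared genes left out of clustering, 183 of the 207 cells of cluster 22 joined 591 of the 592 cells of cluster 9, and Hbegf was 305 CPM for both. With the highest doublet scores removed Tgfa was 2.54 CPM in cluster 22. The cause was not tested for these, apart from the joined clusters.

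Depth limited which genes were compared between stages. The late macrophage or monocyte-like ratios rested on 251 early cells, and 10 of the checkpoint genes had too few counts to be tested between the sorts. Alternatives for the lists were not run in classes with fewer than 100 cells in a stage.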

Other observations

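Tests of the splits, of tumor cells joined to leukocytes and of differences between animals were planned before their results were seen. All other tests here were chosen after the result was seen. The limit for the test of free tumor RNA was changed after its value was known. Tests of free RNA in T cell-like cells, of a genotype shared by all cells, and of free tumor RNA and a shared sequence for the 5 genes high in the medium sample replaced earlier tests whose outcome had been seen.

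The sorts of the 3 tumor samples can be exchanged within tumors in 4 ways. Of these, 1 gave as many genes past the threshold, the real assignment with 8503 genes, and the other ways gave 0 genes by edgeR. With 4 ways the share cannot fall under 0.25, so chance cannot be excluded by this count. Without the block, the real split gave 7868 genes and the other 9 of 10 splits gave 0 genes.

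Human EGFR reached 271 CPM in the CD45+ sort of the medium sample. There, 175 cells fell into the transgene-bearing clusters. Droplets that hold a tumor cell and a leukocyte of equal RNA content should carry Ptprc at about 0.5 times the leukocyte level of 260 CPM. The expected level is lower where the tumor cell holds more RNA. Median depths were 5953 UMIs in the CD45- cells of these clusters and 1954.5 UMIs in the leukocyte classes. The 175 cells had 7.02 CPM (1.91 to 17.98), and the same clusters had 3.48 CPM in the CD45- sort. Their median depth of 2623 UMIs was below the 5953 UMIs of the CD45- cells. They did hold some leukocyte RNA, with 734 CPM of Cd74 against 113 CPM in the CD45- cells. Free tumor RNA spread over leukocytes should leave most human EGFR UMIs outside these clusters, but the clusters held 73.6% of them. The remainder was concentrated in few cells: 12 of 1489 macrophage or monocyte-like cells held any, and 1 of them held 207 UMIs. The values argue against both explanations as the main source. Tumor cells that passed the CD45+ gate remain a candidate explanation. In the late sample 67 such cells held 96.7% of the sort's human EGFR UMIs.

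The mitochondrial list was lower in later microglia-like cells. A difference of the whole sample (handling, cell damage or stage) should move it in every class. In the late sample 8 of 8 classes of both sorts had a lower median, from -1.19 to -0.45, consistent with such a difference. In the medium sample it was lower in 10 of 11 classes, and the exception was 0.18 in CD45- microglia-like cells. That case cannot be told apart, since the exception rests on 76 medium cells. The stage, the animal and the handling of the sample are confounded, so a biological difference between stages stays open and untested.

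The immediate-early list rises with dissociation of tissue. A difference of the whole medium sample (dissociation or handling) should lower it in every class, and it was lower in 8 of 11 classes, with medians from -1.74 to 0.42. The 3 exceptions were all in the CD45- sort (0.42, 0.15 and 0.063), and each lay within its spread, with 95% intervals over redrawn cells of -0.17 to 0.77, -0.38 to 0.71 and -0.54 to 0.56. All 6 CD45+ classes were lower, although the median of T cell-like cells, -0.75, was only -0.052 after thinning. A difference of the whole late sample should raise it, and it was higher in 4 of 8 classes, with medians from -0.78 to 0.41. Of the 4 higher classes, only 1 lay beyond its spread, 0.41 (0.32 to 0.51) in microglia-like cells themselves. Of the 4 exceptions, 1 lay beyond its spread, -0.78 (-0.93 to -0.45) in macrophage or monocyte-like cells, which are a mixture of clusters. A shift of the whole sample and one of single classes cannot be told apart for either sample, since the other exceptions lay within their spread. In the late sample the other higher classes did so too. A difference in handling of the medium CD45+ sort alone was not tested, and a difference between stages stays open as well.

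The early sample held cells with Xist and cells with Y-linked transcripts, so it joined animals of both sexes. Microglia-like cells of the early sample were split by these genes into 1353 female and 370 male cells. If single animals differ as much as stages do, the lists should differ between them. The M1-like list had a median of -0.53 (-0.88 to -0.24) in female over male cells, about as large as the -0.59 between late and early. The inflammatory list had -0.27 (-0.35 to -0.16), against -0.49. The mitochondrial list had 0.022 (-0.022 to 0.049), against -0.60, so this split held no mitochondrial difference of that size. The M2-like list had -0.11 (-0.27 to 0.057), against 0.20. The immediate-early list had -0.23 (-0.28 to -0.17), against 0.41, and the complement and lipid list 0.11 (0.072 to 0.16), against -0.027. Compared with female early cells alone, the late M1-like and inflammatory medians were -0.46 and -0.58, and compared with male cells -1.20 and -0.61. Of CD45+ cells with sex transcripts of 1 kind, 22.9% of early and 99.3% of late ones were Y-linked. The female over male values thus predict a rise of both lists, and the comparison with male cells is the one matched for sex. Both lists fell in it, which argues against the sex mix of the early sample as the source of these 2 falls. Differences between single animals of 1 stage and differences between stages cannot be told apart with 1 sample per stage. Sex is a biological difference that stays open for the female over male values, since the female and male cells also come from different animals.

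Sex genes differed between the sorts of the early sample. Of cells with sex transcripts of 1 kind, 22.9% were Y-linked in the CD45+ and 55.0% in the CD45- sort. Within microglia-like cells the Y-linked genes had 180 CPM in the CD45- and 85.9 CPM in the CD45+ sort, while Xist had 66.6 and 321 CPM. The opposite directions are consistent with animals that contributed unequally to the sorts. In the medium and late samples at least 97.8% of such cells were Y-linked.

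Genes that moved by more than 4-fold between stages were compared between microglia-like and oligodendrocyte-like cells, which do not share a lineage. Of 9214 genes, 13 moved in both in medium over early, against 0.245 in either direction if the lineages were independent. In late over early 6 did, against 0.0824. All of these moved the same way in both, and together they were 15 genes. With a 2-fold limit, 45 genes moved the same way and 25 in opposite ways in medium over early, against 24.1 in either direction. In late over early 37 and 4 did, against 14.1. The sex of the animals should show as X- or Y-linked genes, but 13 of the 15 lie on autosomes. Sex thus does not account for most of them. Cd74, H2-Eb1, Iigp1 and Hbb-bs were among them. A response of the whole tissue, free RNA and differences between animals stay open for these.

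Of the 15 genes, 5 (AI506816, Apobec3, Gm42031, Gm26880 and Gm43305), singled out after their values were seen, lie on different chromosomes but rose together in the medium sample. In glioma or oligodendrocyte progenitor-like cells AI506816 reached 6177 CPM, against at most 19.7 CPM in early and 26.3 CPM in late cells of any class compared, with both sorts summed. Reads of a shared sequence counted on several genes should give nearly equal counts cell by cell. The genes fell into 2 groups. The correlation of AI506816 and Apobec3 across medium microglia-like cells was 0.996, against 0.0327 across early ones, and 330 of 452 medium glioma or oligodendrocyte progenitor-like cells with either gene had equal counts. Gm42031, Gm26880 and Gm43305 had correlations of at least 0.893 across medium microglia-like cells, against 0.237 to 0.445 across early ones. Between the groups, correlations across medium glioma or oligodendrocyte progenitor-like cells were at most 0.758, and at most 3.75% of cells had equal counts. This argues against 1 sequence shared by all 5 genes. A shared sequence within each group is a candidate explanation, and genomic repeats were not analysed here. A genotype expressed in all cells should show in every cluster. Yet AI506816 had 0 UMIs in a medium cluster of 110 oligodendrocyte-like cells (up to 6.92 CPM), and 182 CPM in another cluster of that class. Free RNA from tumor cells should give leukocytes a like low level. These genes helped to form the reported clusters, so classes from a clustering without them were used. There, dendritic cell-like cells had 52.2 CPM (32.3 to 79.9), microglia-like cells 144 CPM (127 to 163), B cell-like cells 334 CPM (292 to 380) and macrophage or monocyte-like cells 414 CPM (393 to 436). The values argue against both of these as the whole source. With 1 medium sample, the single medium animal or its tumor and the stage cannot be told apart.

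The table holds 9 nuclear pseudogenes whose counts followed the mitochondrial genes. They had been selected by this correlation over all cells, so the test within a class is not independent. Reads shared between mitochondrial genes and their nuclear copies should tie their shares cell by cell. Across microglia-like cells the median correlation was 0.688 (lowest 0.371), while 271 other pseudogenes had a median of -0.0109 and a highest value of 0.239. The copies held 3.53% of all UMIs, against 7.19% for the mitochondrial genes. Counted with them, 3048 cells in place of 2278 would exceed 20% and 17228 in place of 17894 would be kept. This is consistent with shared reads, and the mitochondrial share of a cell may then be understated. No biological explanation was tested.

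The complement and lipid list rose by 1.27 (log2) in medium T cell-like cells. Free RNA from the more numerous macrophage-like cells should give similar levels in other classes that lack these genes. C1qa had 2418 CPM in T cell-like cells, but 468 CPM in neutrophil-like and 623 CPM in B cell-like cells of that sort. This argues against free RNA as the whole source. Over the whole CD45+ sort the list fell by 0.27. Droplets holding a T cell and a macrophage should have fewer T cell UMIs, more UMIs and higher doublet scores. The 168 of 405 cells with at least 5 UMIs of these genes had 1609 CPM of T cell markers, against 3396 CPM in the rest, with median depths of 2114.5 and 1822 UMIs and mean scores of 0.112 and 0.0603. Choosing cells by these UMIs itself favours deep cells and high scores, and removing the highest doublet scores raised the median to 1.62 in place of lowering it. Such droplets and a change in T cells cannot be told apart by these values. The early sample held 26.1% such cells and the medium 41.5%, and a change in T cells was not tested on its own.

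The filter kept 11218 CD45+ and 6676 CD45- cells. Both are lower than the values quoted from the study above, which also cover normal brain and further tumors. The 2 stages of tumors in the study, early and late, were not matched to the 3 stages labelled here. The transgene for human TGFA had at most 2 UMIs in any stage and sort.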
